# Day–night fluctuations in choroid plexus transcriptomics and cerebrospinal fluid metabolomics

**DOI:** 10.1093/pnasnexus/pgad262

**Published:** 2023-08-10

**Authors:** Beatriche Louise Edelbo, Søren Norge Andreassen, Annette Buur Steffensen, Nanna MacAulay

**Keywords:** CSF, sleep, circadian rhythm, metabolomics, transcriptomics

## Abstract

The cerebrospinal fluid (CSF) provides mechanical protection for the brain and serves as a brain dispersion route for nutrients, hormones, and metabolic waste. The CSF secretion rate is elevated in the dark phase in both humans and rats, which could support the CSF flow along the paravascular spaces that may be implicated in waste clearance. The similar diurnal CSF dynamics pattern observed in the day-active human and the nocturnal rat suggests a circadian regulation of this physiological variable, rather than sleep itself. To obtain a catalog of potential molecular drivers that could provide the day–night-associated modulation of the CSF secretion rate, we determined the diurnal fluctuation in the rat choroid plexus transcriptomic profile with RNA-seq and in the CSF metabolomics with ultraperformance liquid chromatography combined with mass spectrometry. We detected significant fluctuation of 19 CSF metabolites and differential expression of 2,778 choroid plexus genes between the light and the dark phase, the latter of which encompassed circadian rhythm–related genes and several choroid plexus transport mechanisms. The fluctuating components were organized with joint pathway analysis, of which several pathways demonstrated diurnal regulation. Our results illustrate substantial transcriptional and metabolic light–dark phase–mediated changes taking place in the rat choroid plexus and its encircling CSF. The combined data provide directions toward future identification of the molecular pathways governing the fluctuation of this physiological process and could potentially be harnessed to modulate the CSF dynamics in pathology.

**Significance Statement**

The cerebrospinal fluid (CSF) secretion rate and the associated intracranial pressure are elevated in the dark phase in both humans and rats, irrespective of sleep pattern. Potential molecular drivers may be found within the catalog of fluctuating choroid plexus transcripts and metabolites of the surrounding CSF. Both of these components demonstrate substantial diurnal regulation, which, on their own or jointly, could contribute to the light–dark phase–mediated modulation of the CSF dynamics.

## Introduction

Cerebrospinal fluid (CSF) fills the ventricular spaces and encircles the mammalian brain and spinal cord, providing protection against mechanical insult, and serves as a dispersion route for nutrients, metabolic waste, and signaling molecules between various brain cells and structures. Aberrant accumulation of CSF is observed in connection with a number of cerebral pathologies, i.e. congenital or secondary hydrocephalus and stroke-induced cerebral edema, which may associate with life-threatening elevation of the intracranial pressure (ICP) if left untreated. Standard care of such conditions relies on invasive neurosurgical procedures including ventriculoperitoneal shunt insertion, which, although lifesaving, are hampered by frequent shunt failures, infections, and other complications (1, 2). Efficient and specific pharmacological treatment of conditions involving elevated ICP is lacking, in part due to our limited understanding of the molecular mechanisms underlying CSF dynamics and the regulation thereof.

The majority of the CSF is produced by the choroid plexus, which is a specialized epithelium localized in each of the four ventricles (3). The choroid plexus expresses a variety of membrane transport mechanisms (4), a concerted effort of which underlies the fluid secretion across this epithelium (5–7). The CSF secretion rate appears to be diurnally regulated, with an elevation in the dark phase in both humans and rats (8, 9), which may underlie the dark phase–related elevation in ICP detected in both species (9, 10). The similar diurnal regulation of the CSF dynamics observed in the diurnal human and the nocturnal rat suggests a circadian regulation of this physiological variable, rather than sleep itself (9), as was also observed for the CSF flow along the paravascular spaces into the brain tissue (11), hypothesized to support waste clearance in the rodent brain (12, 13). However, the molecular drivers of the diurnal fluctuation in CSF secretion remain unresolved but could potentially be found in either the choroid plexus tissue itself and/or in the CSF surrounding it.

Here, we determine the light–dark phase fluctuations in the rat choroid plexus transcriptome and in the rat CSF metabolome to create a catalog of potential regulatory properties of these compartments that could contribute to the circadian modulation of the CSF secretion rate.

## Results

### Metabolomics profile of rat CSF

To determine the metabolite composition of rat CSF, this fluid was extracted from anesthetized rats and analyzed using liquid chromatography mass spectrometry (LC-MS). One hundred twenty-six different metabolites were identified in the CSF (Table S1) and were categorized into main classes with enrichment analysis (MetaboAnalyst) (Fig. 1A). The largest class comprised amino acids and peptides (39%), followed by pyrimidines (11%), purines (6%), monosaccharides (6%), fatty acids (6%), tricyclic acids (3%), and smaller categories (<3%) of indoles, imidazoles, cholines, in addition to various acids, benzamides, and others (Fig. 1A; Table S1). Of the 86 rat CSF metabolites that satisfied inclusion criteria (see Materials and methods), the majority (57 metabolites; 66%) matched those of human CSF metabolites extracted from Human Metabolome Database (HMDB) (Fig. S1). Of the remaining rat CSF metabolites, several are metabolic precursors (or successors) to metabolites registered as present in human CSF, e.g. 5-methoxytryptophan, *N*-acetyl-tyrosine, and *N*-acetyl-glutamine (Table S1).

**Fig. 1.**
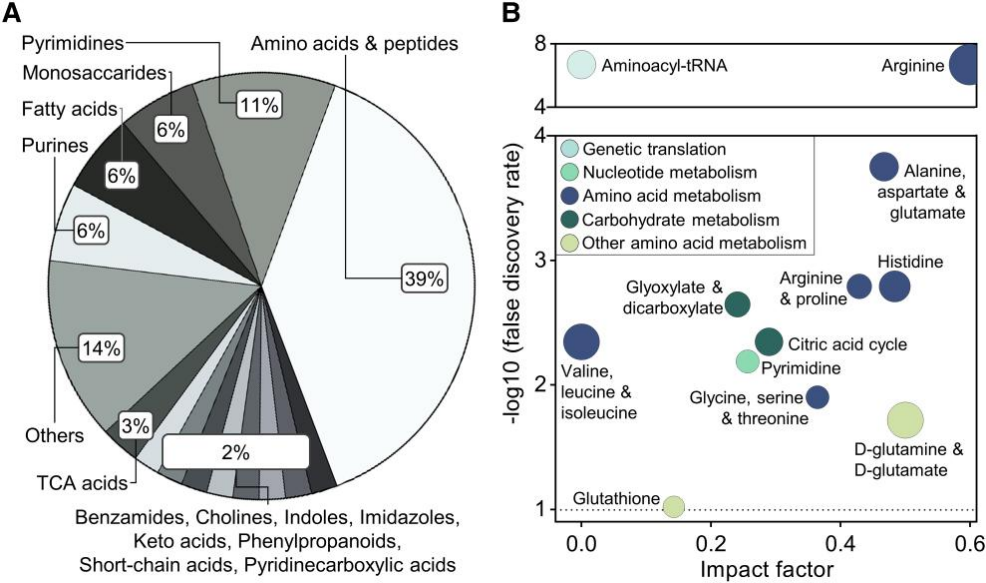
CSF metabolomics. A) Distribution of main compound classes detected in the rat CSF metabolome. The section “Others” encompasses the 18 categories represented by only one metabolite (see Table S1). B) Pathway analysis of the CSF metabolome. Pathways are organized according to the collected impact of the detected pathway-specific metabolites (*x*-axis) against the probability of the metabolite composition being a function of that particular pathway (*y*-axis). Spheres are arranged according to the subclass of pathways (see inset); sphere area indicates the number of metabolites detected compared to the expected number (fold enrichment) (Table S2). The dashed line indicates cutoff for pathway significance (at a FDR < 0.10). Data are based on CSF collected from 23 rats (*n* = 12 rats in the dark phase and n = 11 rats in the light phase).

To determine whether the detected metabolites were arranged into relevant biological pathways, these were grouped by pathway analysis (see Materials and methods). Pathway analysis assesses the biological relevance of pathways by identifying the collected impact of pathway-specific metabolites detected, against the probability of the metabolite composition observed being a function of that particular pathway. The biological pathways detected in the rat CSF were mainly related to amino acid metabolism (6/12), with the remaining pathways belonging to either carbohydrate metabolism, metabolism of other amino acids, genetic translation, or nucleotide metabolism (Fig. 1B; Table S2). Most notably, the pathway underlying arginine biosynthesis was highly significant and presented with a high impact in the CSF, alongside several other amino acid metabolism pathways. In addition, two pathways involved in energy conversion through carbohydrate metabolism; the citric acid cycle and glyoxylate and dicarboxylate metabolism were also present in the CSF (Fig. 1B).

### CSF metabolites fluctuate with the light–dark phase cycle

To determine whether the rat CSF metabolome fluctuated with the light–dark phase cycle, we compared the metabolite composition in CSF extracted from anesthetized rats in the peak light phase (8 h after light phase initiation, zeitgeber time 8 h) with CSF extracted from anesthetized rats in the peak dark phase (8 h after dark phase initiation, zeitgeber time 20 h, with care taken to shield the rats from light during the anesthesia and CSF extraction procedure). A principal component analysis (PCA) plot of the tested metabolites demonstrated that the CSF extracted at these two time points separated into two groups (Fig. 2A), suggesting an overall diurnal difference in CSF metabolite composition. A volcano plot of the light–dark phase metabolite presence illustrated that 19 (out of 86 included metabolites; 22%) were detected at significantly different levels in the light and the dark phase, with five metabolites (6%) increased in the dark phase and 13 (15%) increased in the light phase (Fig. 2B; Table S1). Among the metabolites increased in the dark phase were melatonin, urocanic acid, and 5-methoxytryptophan (a precursor of several biologically active molecules including melatonin and serotonin), while lysine, cytosine, arginine, and 5-methylcytosine, among others, were increased in the light phase (Fig. 2B). To determine whether this diurnal fluctuation in the metabolite composition was reflected in the biological pathways represented in the CSF, the pathway analysis was conducted with inclusion of the fold change metabolite presence between light phase and dark phase (Fig. S2 and Table S3). Eight of the originally identified pathways present in the CSF contained diurnally fluctuating metabolites (Fig. S2), among which we detected arginine biosynthesis and several other pathways involved in amino acid metabolism. Notably, many of the pathways presented with high significance but low impact factor, or vice-versa, indicating that the diurnal change in metabolite composition may, rather, be achieved in combination with other processes occurring within the brain tissue.

**Fig. 2.**
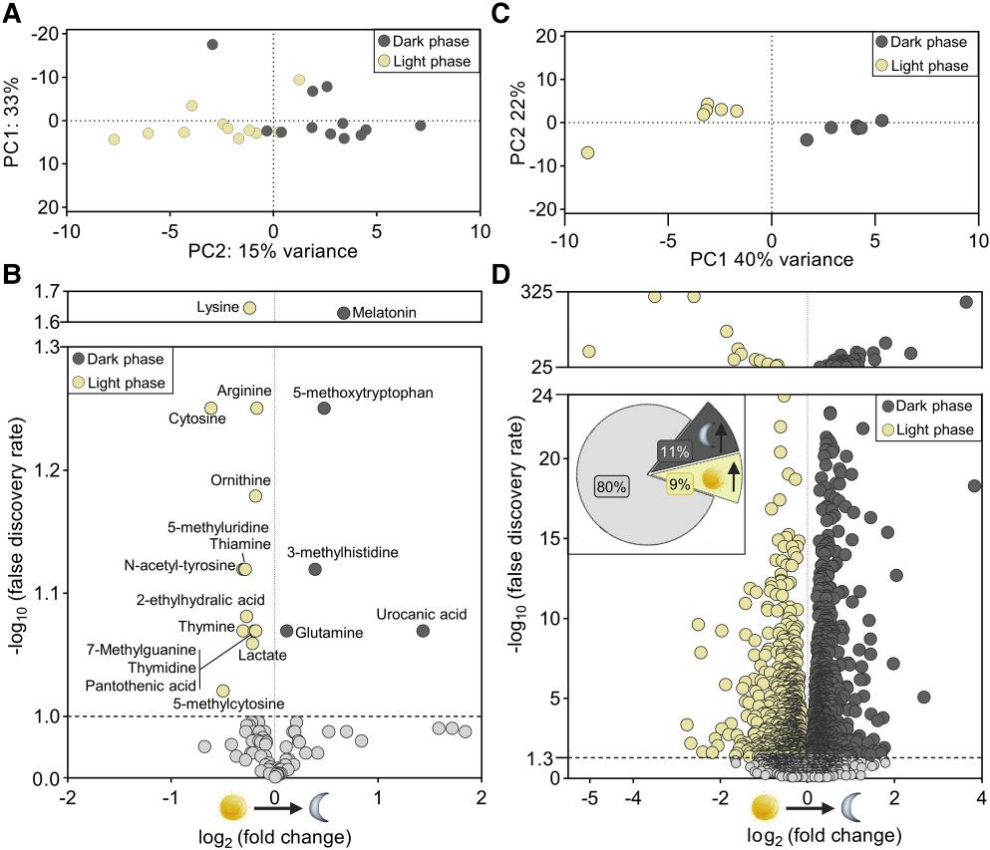
Diurnal modulation of the CSF metabolome and the choroid plexus transcriptome. A) The normalized abundance of rat CSF metabolites obtained during the dark and the light phase were plotted with respect to their first and second principle component (PC1 and PC2). B) Volcano plot of CSF metabolites identified with the fold change (log_2_-transformed) between light and dark phases. Color coding (see inset) denotes metabolites significantly more abundant during either phase. The dashed line indicates cutoff for significance (at a FDR < 0.10). Data are based on CSF collected from *n* = 12 rats in the dark phase and *n* = 11 rats in the light phase. C) DEseq2 normalized values for genes expressed in the rat choroid plexus excised during the dark and the light phase were plotted with respect to their first and second principal component (PC1 and PC2). D) Volcano plot of genes expressed by the choroid plexus in the dark and the light phase with the fold change (log_2_-transformed) on the *x*-axis. The color coding denotes gene transcripts significantly up-regulated during either phase. The inset illustrates the distribution of differentially expressed genes and colored based on up-regulation within the light (yellow) and dark (dark gray) phase with the non-differentially expressed genes marked in light gray. The dashed line indicates cutoff for significance (at a FDR < 0.05). Data are based on choroid plexuses extracted from *n* = 6 rats in the dark phase and *n* = 6 rats in the light phase.

### Choroid plexus gene expression differs with the light–dark phase cycle

To determine whether the choroid plexus transcriptomic profile fluctuates with the light–dark cycle and thus may underlie the diurnal regulation of CSF secretion, we performed RNA-seq on choroid plexus acutely excised from rats in the peak light phase (zeitgeber time 8 h) and from rats in the peak dark phase (zeitgeber time 20 h) (Table S4). 

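Choroid plexus from 12 rats was sequenced, 6 in the light phase and 6 in the dark phase, with 1 library per rat. The authors mapped the reads to the rat genome Rnor_6.0 with STAR, quantified 32883 Ensembl genes with RSEM, and deposited TPM and FPKM for each gene and library. These units carry no read counts, so the number of reads behind each value is unknown. The FPKM of short genes at low expression nevertheless moved in steps of 1 read. In the 166 genes considered, 66.5% of 1485 values lay within 0.1 of a whole number of reads, against 33.7 to 37.8% in 10 simulated sets of values that are no multiples of a read. From the 84 of these genes that came closest to whole numbers, the depth of each library relative to the mean of all libraries ranged from 0.887 to 1.37 in the light phase (median 0.971) and from 0.901 to 1.09 in the dark phase (median 0.947). For each library, TPM was divided by a scaling factor from a trimmed mean of ratios and transformed to log2(TPM + 0.5). The 12513 genes with a mean of at least 1 TPM over the 12 libraries were tested with limma, dark phase against light phase, with Benjamini-Hochberg adjustment (FDR) over these genes. Positive log2 fold changes are higher in the dark phase, and the added 0.5 TPM understates the change of genes at low expression. Gene symbols were paired with Ensembl identifiers through Tables S4, S5 and S10. Tables S4 and S5 were held only in part here, with 1997 and 1998 genes, so that 3627 of the tested genes had a symbol. Because the part of Table S5 held here begins with the genes up-regulated in the dark phase, symbols covered more of the genes up-regulated in the dark phase than in the light phase.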

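Principal components were computed from the 500 genes with the largest variance, centred and not scaled. The first component held 16.3% of the variance and the second 12.7%. Scores on the first component lay between -19.2 and -5.20 in the light phase and between 4.98 and 13.4 in the dark phase, so that the phases did not overlap. The difference between the phase means was 19.4 (two-sided exact permutation test, p = 0.00216, the smallest p that 6 libraries against 6 allow). On the second component the phases differed by -3.13, which is within the spread between libraries (exact permutation test, p = 0.543). Computed from all tested genes, the difference on the first component was 29.5, with the same exact p.

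**Figure D1:**
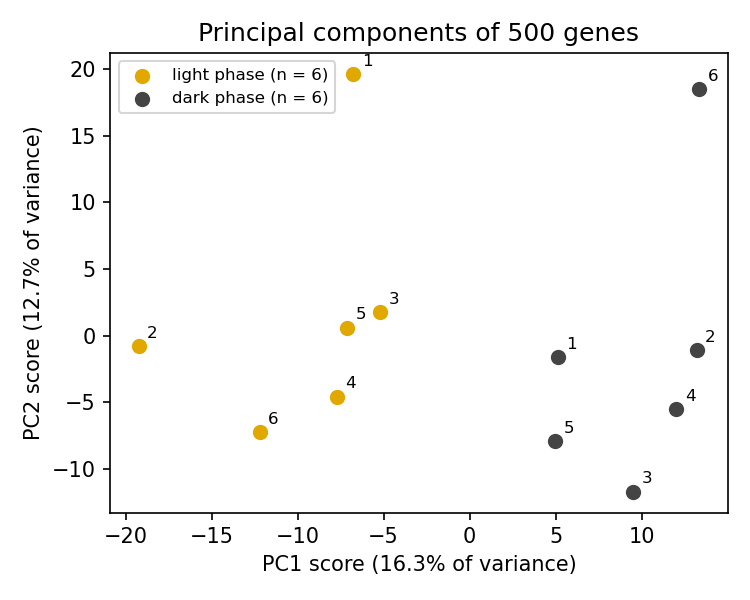
Scores on the first (x axis) and second (y axis) principal components, each axis with its share of the variance, for 6 light-phase and 6 dark-phase libraries. Each point is 1 library and carries its replicate number, and all dark-phase libraries lie to the right of all light-phase libraries.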

A PCA plot demonstrated that the overall transcriptomic profile of the choroid plexus differed between the two phases (Fig. 2C). 

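At an FDR below 0.05, limma called 2225 genes differentially expressed, which is 17.8% of those tested. Of these, 1199 (9.58%) were up-regulated in the dark phase and 1026 (8.20%) in the light phase. The median size of the log2 fold change of these genes was 0.28, and 65 of them changed more than 2-fold. Without adjustment, 3841 genes had a p below 0.05. With each library left out in turn, between 1718 and 2271 genes were called. The alternative that moved the number most was chosen after the data were examined and added the ratio of total FPKM to total TPM of each library as a covariate, with which 347 genes were called. This ratio differed between the phases, and 50 random covariates with the same correlation with phase (r = -0.775) left between 260 and 1109 genes.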

Differential expression analysis revealed that of the approximately 14,000 genes expressed above the threshold in the rat choroid plexus (see Materials and methods), 2,778 genes (20%) were differentially expressed, with 1,496 genes (11%) up-regulated in the dark phase and 1,282 genes (9%) up-regulated in the light phase (Fig. 2D inset; Table S5). 

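The largest changes were ranked among the genes called differentially expressed in which all libraries of one phase lay above all libraries of the other. At the added 0.5 TPM, the largest was a decrease in the dark phase of ENSRNOG00000042717, which the tables used here do not pair with a symbol. Its expression was 12.0 ± 2.87 TPM (SD, n = 6) in the light phase and 0.352 ± 0.198 TPM (SD, n = 6) in the dark phase, a log2 fold change of -3.88 (standard error 0.18, limma FDR = 2.51e-08). Over all alternatives this value lay between -4.83 and -3.25. The largest decrease of a gene with a symbol was that of DBP (log2 fold change -3.53, standard error 0.08, limma FDR = 7.25e-12). The largest increase was that of BMAL1 (log2 fold change 3.40, standard error 0.13, limma FDR = 3.4e-09). NFIL3 had 2.58 ± 0.862 TPM (SD, n = 6) in the light phase and 14.5 ± 1.62 TPM (SD, n = 6) in the dark phase, a log2 fold change of 2.30 (limma FDR = 2.53e-07). TMEM171 rose from 0.175 ± 0.125 TPM to 2.81 ± 0.736 TPM (SD, n = 6 each), a log2 fold change of 2.27. After DBP, the next decreases were those of ENSRNOG00000009329 (log2 fold change -2.78, limma FDR = 9.85e-11) and ENSRNOG00000046912 (-2.62, limma FDR = 7.25e-12). Neither was paired with a symbol. ADRA2C, with 4.65 ± 3.31 TPM in the light phase and 0.688 ± 0.337 TPM in the dark phase (SD, n = 6 each), had a log2 fold change of -1.97. The order depended on the value added before the logarithm. With 0.1 TPM added, TMEM171 had 3.50 and NFIL3 2.47, and with 1 TPM added, DBP had -3.49 and ENSRNOG00000042717 -3.25. By the ratio of the means TMEM171, 1504% higher in the dark phase, exceeded BMAL1, 1253% higher. Among the called genes whose phases overlapped, ENSRNOG00000047003 had the largest estimate. It was listed at 0 in all 6 light-phase libraries and at 21.8, 0, 9.86, 20.4, 35.1 and 21.0 TPM in dark-phase replicates 1 to 6, and no fold change is given for it.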

A volcano plot demonstrated up to a 30-fold difference (5 log_2_-fold change) in the diurnally modulated transcript fluctuations (Fig. 2D). 

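Of the 20 genes that Table S6 lists with the largest increase in the light phase, 9 could be paired with an identifier, and all 9 were called and higher in the light phase. In 6 of the 9 the phases did not overlap. Log2 fold changes within this group came closest to 0 in MPZL2 (-0.69), in which the phases overlapped. RBM3 had a log2 fold change of -0.92 (standard error 0.08, limma FDR = 1e-05). All 20 genes of Table S7, which lists the largest increases in the dark phase, were called and higher in the dark phase, and in 19 of them the phases did not overlap. The exception was SCX, with 28.9 ± 8.26 TPM in the light phase and 60.0 ± 14.9 TPM in the dark phase (SD, n = 6 each). THBS2 rose from 21.7 ± 1.42 TPM to 62.4 ± 7.68 TPM (SD, n = 6 each), a log2 fold change of 1.48, and the smallest change of the group was that of MTMR7 (0.86). PEG3 and APEG3, with log2 fold changes of 1.02 and 0.98, are named as sense and antisense partners, and how far reads were shared between them was not analysed here. PER1 could not be paired with an identifier, so no values are given for it.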

Among the 20 gene transcripts with the largest increase in either phase (Tables S6 and S7), we find three CLOCK genes (PER1, BMAL1, and CRY1) and genes involved in transcription and translation. Of all the transcripts detected in choroid plexus, 278 were associated with “circadian rhythm,” with approximately 30% (81 genes) fluctuating with the dark–light phase (Table S8). 

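Of the 308 genes that Table S8 lists, 98 could be paired with an identifier, all of them among the genes tested. In these, limma called 36 at an FDR below 0.05, 25 higher in the dark phase and 11 higher in the light phase. Adjusted over the list alone, 47 were called. Because symbols were available for more of the genes up-regulated in the dark phase, the share of these 98 genes and their division between the phases are not those of the whole table. Under the alternatives the number ranged from 28, with the replicate number as a block, to 43, with the first component of the residuals as a covariate, apart from 8 with the FPKM to TPM ratio as a covariate.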

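Of the 40 gene symbols printed in Fig. 3A, 30 could be paired with an identifier. In these, 20 genes were called by limma, 12 higher in the dark phase and 8 higher in the light phase, and in 12 the phases did not overlap. The same limit of the symbols applies to this division. Without adjustment, 26 of the 30 had a p below 0.05. The higher phase exceeded the lower by 7.26 to 1253%, with a median of 19.7%, and the extremes of the log2 fold changes were DBP and BMAL1. Among the other genes, CEBPB rose from 24.6 ± 5.39 TPM in the light phase to 41.2 ± 6.37 TPM in the dark phase (SD, n = 6 each), a log2 fold change of 0.73 (limma FDR = 0.00138), with overlapping phases. CIPC fell from 23.2 ± 0.648 TPM to 19.0 ± 0.647 TPM (SD, n = 6 each), a log2 fold change of -0.30 (limma FDR = 0.000352), and its phases did not overlap.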

Figure 3A illustrates the expression level of the 20 transcripts encoding circadian rhythm–associated genes (with a combined light–dark phase transcripts per million [TPM] sum ≥ 20) with the largest fluctuations. Notably, six of the 10 CLOCK genes were present among the 20 gene transcripts with the largest fluctuations (Fig. 3A). 

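Of the 9 genes marked as CLOCK genes in Table S8, 4 could be paired with an identifier, and in each of them all dark-phase libraries lay above all light-phase libraries. BMAL1 had 1.53 ± 0.482 TPM in the light phase and 20.7 ± 1.72 TPM in the dark phase (SD, n = 6 each). CRY1 rose from 6.49 ± 1.38 TPM to 23.2 ± 0.851 TPM (SD, n = 6 each), a log2 fold change of 1.77 (standard error 0.09, limma FDR = 7.13e-08). CLOCK rose from 10.7 ± 1.01 TPM to 18.5 ± 0.908 TPM (SD, n = 6 each), a log2 fold change of 0.75 (standard error 0.05, limma FDR = 6.76e-07). CSNK1D rose by 15.7%, from 40.5 ± 2.18 TPM to 46.8 ± 0.812 TPM (SD, n = 6 each), and its call did not hold with the FPKM to TPM ratio as a covariate (limma FDR = 0.0726). DBP, whose symbol Fig. 3A also prints, fell from 194 ± 19.7 TPM in the light phase to 16.6 ± 1.41 TPM in the dark phase (SD, n = 6 each).

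**Figure D2:**
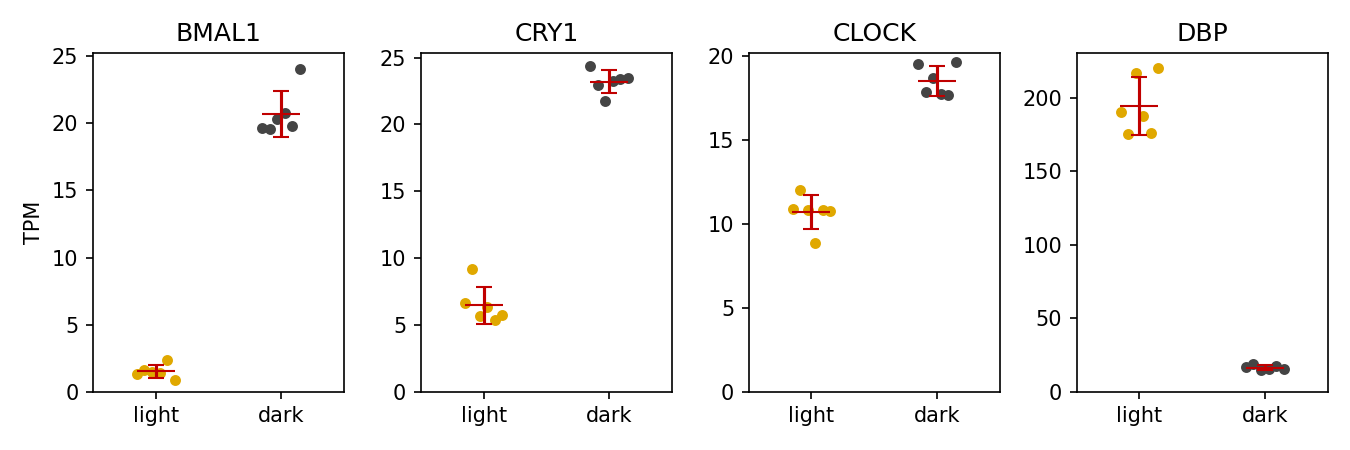
Expression in TPM (y axis, 1 panel per gene) of BMAL1, CRY1, CLOCK and DBP in the light and the dark phase (x axis). Each point is 1 library, the wide horizontal line is the mean and the error bars are the SD (n = 6 per phase), and in each panel the phases do not overlap.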

The data demonstrate light–dark phase modulation of choroid plexus gene transcription, and thus function, and suggest that the dark–light phase–mediated changes in choroid plexus function could occur via circadian rhythm–regulated genes and various modulatory genes potentially permissive for a range of regulatory actions on diverse choroid plexus proteins.

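In 1034 of the tested genes all libraries of one phase lay above all libraries of the other, where 27.1 genes (0.216%) would be so by chance, and 991 of the 1034 were also called at an FDR below 0.05. From the modulation of these transcripts with the light and dark phases, the paper concludes that choroid plexus function is modulated as well, and it proposes that these changes could occur through circadian rhythm-regulated genes and through modulatory genes that are potentially permissive for regulation.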

**Fig. 3.**
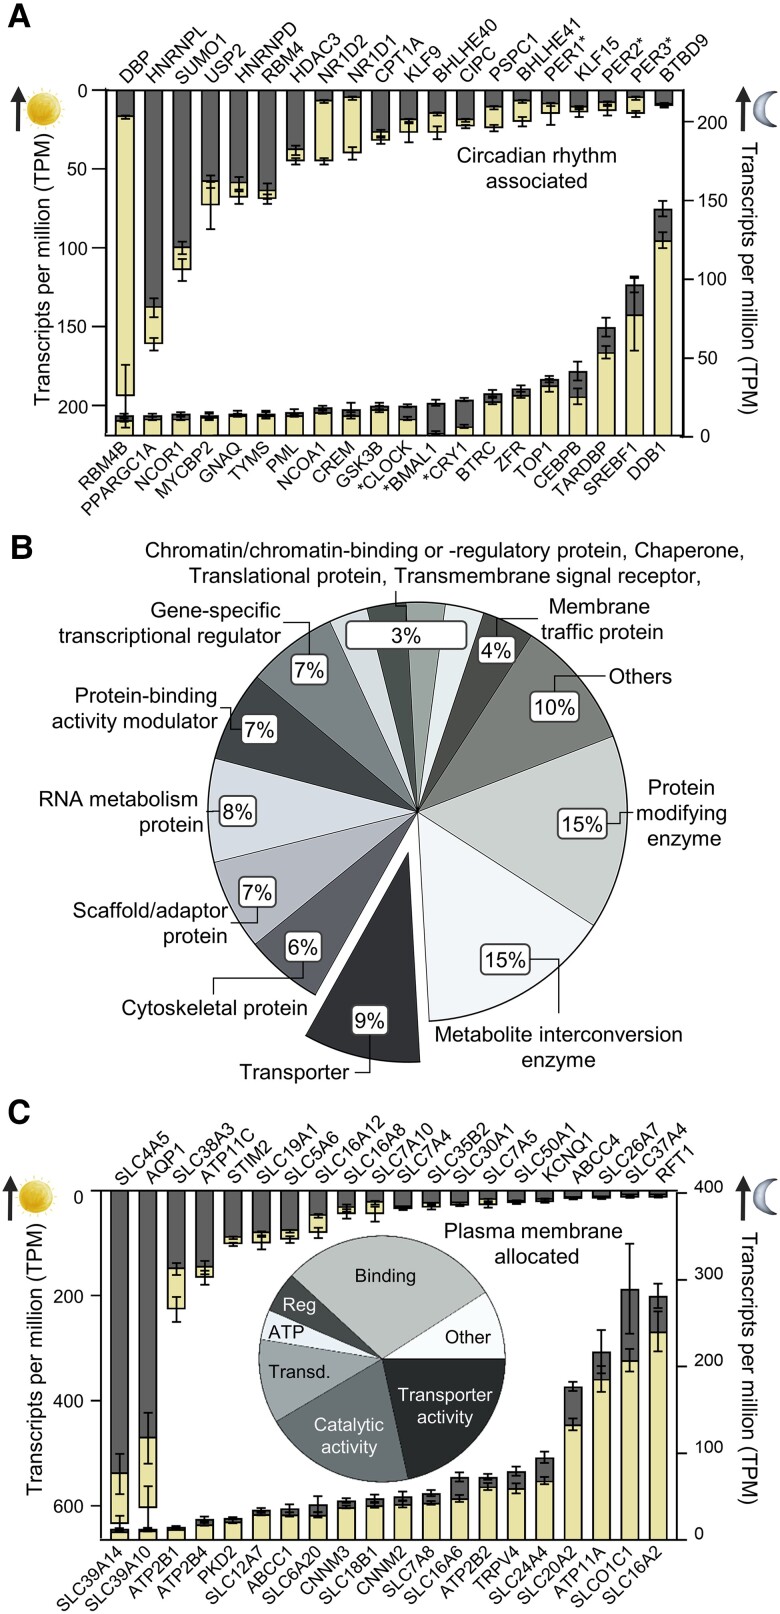
Characterization of the diurnally regulated choroid plexus transcriptome and transportome. A) Choroid plexus gene expression of the 20 circadian rhythm–associated genes with the most pronounced shifts between the dark–light phases. Gene names denoted with * are CLOCK genes. Data are based on *n* = 6 and are shown as mean ± SD, and all genes had a TPM sum above 20. Dark phase gene expression is illustrated in gray with light phase gene expression illustrated in yellow. B) The dark–light phase differentially expressed genes in the rat choroid plexus were distributed according to protein classes, based on GO enrichment analysis of differentially expressed genes. C) Choroid plexus gene expression of the 20 plasma membrane–associated transporter genes with the most pronounced shifts between the dark–light phases. Data are based on *n* = 6 and are shown as mean ± SD, and all genes had a TPM sum above 20. Dark phase gene expression is illustrated in gray with light phase gene expression illustrated in yellow. Inset, the molecular function of differentially expressed genes. Categories amounting to 2% or less are collected in “Other.” ATP, ATP-dependent activity; Reg, molecular function regulator; Transd., molecular transducer activity.

### Choroid plexus transporter transcripts fluctuate with the light–dark phase cycle

To assess which protein classes were affected by the diurnal changes in transcription, gene ontology (GO) enrichment analysis was performed on the differentially expressed genes with exclusion of the 902 genes (32% of the detected differentially expressed genes) that did not have a protein class assigned. Eleven different protein classes each contained ≤2% of the transcripts and were combined in “Others” (intercellular signal molecule, DNA metabolism protein, cell adhesion molecule, extracellular matrix protein, defense/immunity protein, transfer/carrier protein, structural protein, calcium-binding protein, cell junction protein, viral or transposable element protein, and storage protein). The majority of the differentially expressed genes encode metabolite interconversion enzymes (15%) and protein-modifying enzymes (15%), followed by the category comprising transporters (9%) and various other smaller categories (Fig. 3B). To determine whether the dark–light phase modulation of CSF dynamics (9) could be attributed to dark–light phase–induced differential expression of choroid plexus plasma membrane transporters, differentially expressed genes assigned to the plasma membrane fraction were initially extracted with compartment analysis (Tables S9 and S10). Of these dark–light phase–modulated genes, the largest fraction comprised genes involved in “binding” (i.e. receptors, signaling molecules, and scaffold proteins, 21%), followed by the transporter fraction (15%), transcripts involved in catalytic activity (14%), and various other functions (Fig. 3C, inset). Figure 3C illustrates the expression level of the 20 transcripts encoding plasma membrane transporters (with a combined light–dark phase TPM sum ≥ 20) with the largest fluctuations. 

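All 40 gene symbols printed in Fig. 3C could be paired with an identifier, and limma called 37 of them, 19 higher in the dark phase and 18 in the light phase. In 24 the phases did not overlap. The higher phase exceeded the lower by 12.6 to 91.7%, with a median of 23.4%. The largest percentage was that of SLC7A10, whose phases overlapped at 45.1 ± 14.4 TPM in the light phase and 23.5 ± 3.57 TPM in the dark phase (SD, n = 6 each). The largest increase in the dark phase was that of SLC16A6, from 48.3 ± 4.06 TPM to 73.0 ± 5.35 TPM (SD, n = 6 each), a log2 fold change of 0.58 (limma FDR = 8.61e-05). SLC16A8 (limma FDR = 0.0829), SLC26A7 (0.0846) and ATP11A (0.115) were not called. Of the 381 plasma membrane genes of Table S10, 350 were among the genes tested, 348 of them changed in the direction that table gives, and 247 had an FDR below 0.05.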

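Expression of SLC4A5, AQP1, SLC38A3 and SLC19A1 was higher in all light-phase libraries than in any dark-phase library. SLC4A5 had 635 ± 15.9 TPM in the light phase and 540 ± 38.4 TPM in the dark phase (SD, n = 6 each), which is 17.7% higher in the light phase (log2 fold change -0.25, limma FDR = 0.00261). AQP1 was 28.2% higher in the light phase, at 604 ± 41.3 TPM against 472 ± 48.2 TPM (SD, n = 6 each; log2 fold change -0.38, limma FDR = 0.00289). For SLC38A3, 226 ± 23.9 TPM in the light phase and 150 ± 11.2 TPM in the dark phase (SD, n = 6 each) gave a difference of 51.3% (log2 fold change -0.61, limma FDR = 0.000313). SLC19A1 had 100 ± 11.8 TPM against 81.7 ± 3.70 TPM (SD, n = 6 each), a difference of 23.0% (log2 fold change -0.31, limma FDR = 0.00429), and light-phase replicate 2 stood apart at 123 TPM. With the FPKM to TPM ratio as a covariate, none of these 4 genes was called (limma FDR = 0.125, 0.117, 0.0678 and 0.109 in the order above), and under each of the other alternatives all 4 were.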

Among the 20 most up-regulated plasma membrane–associated genes in the light phase were the electrogenic Na^+^,HCO_3_^−^ cotransporter 2 NBCe2 (*SLC4A5*, 18%), the water channel aquaporin 1 (*AQP1*, 28%), the sodium-coupled neutral amino acid transporter 3 SNAT3 (*SLC38a3*, 51%), and the folate transporter 1 FOLT (*SLC19A1*, 23%). Among the transporter genes that were most up-regulated in the dark phase, we detected the monocarboxylate transporter MCT6 (*SLC16A2*, 17%), the organic anion transporter OATP1 (*SLCO1C1*, 40%), the Na^+^-dependent phosphate transporter 2 PIT2 (*SLC20A2*, 33%), the potassium-dependent sodium/calcium exchanger NCX4 (*SLC24A4*, 39%), and the transient receptor potential vanilloid 4 ion channel TRPV4 (*TRPV4*, 33%). These data could suggest that diurnal regulation of choroid plexus transporters could contribute to the fluctuating CSF secretion rate. However, with the relatively modest numerical changes, we speculated whether differences in choroid plexus metabolic activity could modulate the energy-dependent transporters supporting the CSF secretion and, thus, in addition, determined the diurnal fluctuation in transcripts encoding mitochondrial genes (Tables S9 and S11). 

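SLCO1C1 rose by 39.7% in the dark phase, from 208 ± 12.9 TPM to 290 ± 51.9 TPM (SD, n = 6 each; log2 fold change 0.45, limma FDR = 0.00696). SLC20A2 had 134 ± 6.78 TPM against 177 ± 5.13 TPM in the dark phase (SD, n = 6 each), a rise of 32.8% (log2 fold change 0.39, limma FDR = 0.000134). SLC24A4 rose by 39.0%, from 68.8 ± 4.19 TPM to 95.6 ± 6.38 TPM (SD, n = 6 each; log2 fold change 0.45, limma FDR = 0.000217). TRPV4 had 59.8 ± 5.93 TPM in the light phase and 79.6 ± 5.33 TPM in the dark phase (SD, n = 6 each), a difference of 33.2% (log2 fold change 0.40, limma FDR = 0.00109). In these 4 genes every dark-phase library lay above every light-phase library. With the FPKM to TPM ratio as a covariate, SLCO1C1 (limma FDR = 0.0988) and TRPV4 (0.0715) were not called, while SLC20A2 and SLC24A4 were.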

Among the differentially expressed genes, those assigned to “catalytic activity” by GO enrichment analysis of biological function were highest represented (37%), followed by those assigned to “binding” (16%), ATP-dependent activity (4%), transporter activity (4%), and other smaller groupings (Fig. S3A, inset). 

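Of the 40 gene symbols printed in Fig. S3A, 27 could be paired with an identifier, and limma called 23 of them, 18 higher in the dark phase and 5 in the light phase. Symbols were available for more of the genes up-regulated in the dark phase, so this division is not that of the whole figure. The higher phase exceeded the lower by 8.59 to 46.8%, with a median of 25.9%, and in 12 of the 27 the phases did not overlap. The largest increase in the dark phase was that of ALDH5A1, from 13.6 ± 1.27 TPM to 19.9 ± 1.02 TPM (SD, n = 6 each), a log2 fold change of 0.52. BCKDHA had the largest increase in the light phase, with 93.8 ± 4.50 TPM against 67.9 ± 4.10 TPM (SD, n = 6 each), a log2 fold change of -0.48. Of the 13 protein-coding genes of the mitochondrial genome, limma called 0, and 1 had an unadjusted p below 0.05. This was MT-ND3, with 5404 ± 434 TPM in the light phase and 4588 ± 705 TPM in the dark phase (SD, n = 6 each), a log2 fold change of -0.26 (limma FDR = 0.0763). MT-CO1, the most abundant of them, had 17962 ± 1341 TPM and 17155 ± 968 TPM (SD, n = 6 each), a difference within the spread between libraries.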

Even among the 20 most differentially expressed genes, the numerical differences between the dark and the light phase were minor (Fig. S3A), and diurnal fluctuations in mitochondrial genes were therefore not expected to underlie the dark phase increase in CSF secretion. Of the metabolite interconversion enzymes, the largest fraction comprised genes involved in catalytic activity (83%) followed by “binding” (i.e. receptors, signaling molecules, and scaffold proteins, 13%), ATP-dependent activity (2%), and various other functions (2%) (Fig. S3B, inset). 

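Of the 40 gene symbols printed in Fig. S3B, 28 could be paired with an identifier, and limma called 27 of them, 20 higher in the dark phase and 7 in the light phase. As for Fig. S3A, this division reflects which genes had a symbol and is not that of the whole figure. PRDX1 had 562 ± 33.0 TPM in the light phase and 433 ± 19.9 TPM in the dark phase (SD, n = 6 each), which is 29.7% higher in the light phase (log2 fold change -0.39, standard error 0.04, limma FDR = 9.91e-05). AHCYL2 rose by 44.8% in the dark phase, from 160 ± 7.25 TPM to 231 ± 23.9 TPM (SD, n = 6 each; log2 fold change 0.51, standard error 0.07, limma FDR = 0.000243). In both genes the phases did not overlap, and both were called under every alternative. The extremes of the log2 fold changes among the 28 were PXYLP1 and SULT1A1. PXYLP1 had 76.2 ± 7.59 TPM in the light phase and 47.6 ± 5.71 TPM in the dark phase (SD, n = 6 each), a log2 fold change of -0.69. SULT1A1 had 44.0 ± 7.35 TPM and 75.5 ± 15.7 TPM (SD, n = 6 each), a log2 fold change of 0.75.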

Among the 20 gene transcripts with the largest increase in either phase, two genes involved in different metabolic processes displayed the most prominent diurnal fluctuation; peroxiredoxin 1 (*PRDX1*, 30% up-regulation in the light phase) and adenosylhomocysteinase like 2 (*AHCYL2*, 44% up-regulation in the dark phase) (Fig. S3B).

### Joint pathway analysis of light–dark phase cycle–modulated metabolic pathways

To connect the diurnal fluctuations in CSF metabolomics with those of the choroid plexus transcriptome, we performed joint pathway analysis of the two data sets. In addition to the 47 pathways previously identified (Table S3), 37 biological pathways emerged from the combined analysis (Table S12). Of these 84 biological pathways, 30 reached significance (false discovery rate [FDR] < 0.10) with pathways underlying carbohydrate and lipid metabolism (inositol phosphate metabolism, citric acid cycle, pyruvate metabolism, glycolysis/gluconeogenesis, and glycerophospholipid metabolism) as well as nucleotide metabolism and signal transduction (purine metabolism and phosphatidylinositol signaling system) presenting with a high impact factor (Fig. 4). Furthermore, six of the previously significantly fluctuating biological pathways (Fig. S2; Table S3) were no longer significant upon inclusion of the transcript analysis (Fig. 4; Table S12). Among these were pathways involving amino acid metabolism (valine, leucine, and isoleucine biosynthesis; alanine, aspartate, and glutamate metabolism; and glycine, serine, and threonine metabolism), carbohydrate metabolism (glyoxylate and dicarboxylate metabolism), other amino acid metabolism (glutamine and glutamate metabolism), and nucleotide metabolism (pyrimidine metabolism). To demonstrate the light–dark phase modulation of the significant CSF biological pathways occurring with inclusion of the choroid plexus transcriptome, we illustrate the *P*-value *change* occurring with the inclusion (Fig. S4). Among the pathways with elevated level of significance, we detected those involving carbohydrate metabolism (inositol phosphate metabolism and glycolysis/gluconeogenesis), lipid metabolism (glycerophospholipid metabolism), and nucleotide metabolism (purine metabolism), indicative of the significance and impact depending on differential expression of choroid plexus genes. With the citric acid cycle and glycolysis/gluconeogenesis presenting with a high impact factor in the joint pathway analysis, we determined the diurnal fluctuation of a range of genes involved in these processes. Notably, several genes involved in the citric acid cycle and glycolysis were up-regulated in choroid plexus isolated in the dark phase (Table S13). 

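The genes of glycolysis and of the citric acid cycle were tested as lists. These were written by hand before the deposited values were seen, but after the paper's text and the tables held here had been read. Only members with a mean of at least 60 TPM entered, because 1682 of the 1703 genes at that level had a symbol. The 20 glycolysis genes had a median log2 fold change of -0.0021, and camera, a test of whether a list shifts against the other genes, gave an FDR of 0.52 over 8 lists. Of these genes, limma called 3 higher in the dark phase and 2 higher in the light phase, and 6 were called when adjusted over the list alone. Without adjustment, 5 glycolysis genes with a p below 0.05 were higher in the dark phase and 2 in the light phase. Under the alternatives, at most 5 were called higher in the dark phase, with TPM as deposited, and at most 3 higher in the light phase. PKM rose by 14.8%, from 390 ± 6.21 TPM to 448 ± 19.3 TPM (SD, n = 6 each), with a log2 fold change of 0.18 (limma FDR = 0.00339). PFKL and TPI1 were lower in the dark phase, with log2 fold changes of -0.28 (limma FDR = 0.000303) and -0.19 (limma FDR = 0.0236). The 20 citric acid cycle genes had a median log2 fold change of -0.04 (camera FDR = 0.323). Limma called 0 of them higher in the dark phase and 1 higher in the light phase, SUCLG2 (log2 fold change -0.18, limma FDR = 0.0288), and adjusted over the list alone it called 0. Without adjustment, 1 had a p below 0.05 and was higher in the dark phase, and 7 had a p below 0.05 and were higher in the light phase. Under the alternatives, at most 1 citric acid cycle gene was called higher in the dark phase and at most 8 higher in the light phase. The latter number came from leaving out light-phase replicate 2. Without that library the list had a camera FDR of 0.0287, towards the light phase (0.0287 to 0.833 over all alternatives). With all libraries, 67 of 100 regroupings of the samples gave this list a camera result as large, so chance could not be excluded. Table S13 was not used here. Neither list shifted at an FDR below 0.05 with the correlation between genes estimated (0.833 for both) or with fry (0.919 and 0.381).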

Our data suggest that the diurnal fluctuations in CSF metabolite composition and choroid plexus transcriptomics may jointly impact biologically relevant pathways.

**Fig. 4.**
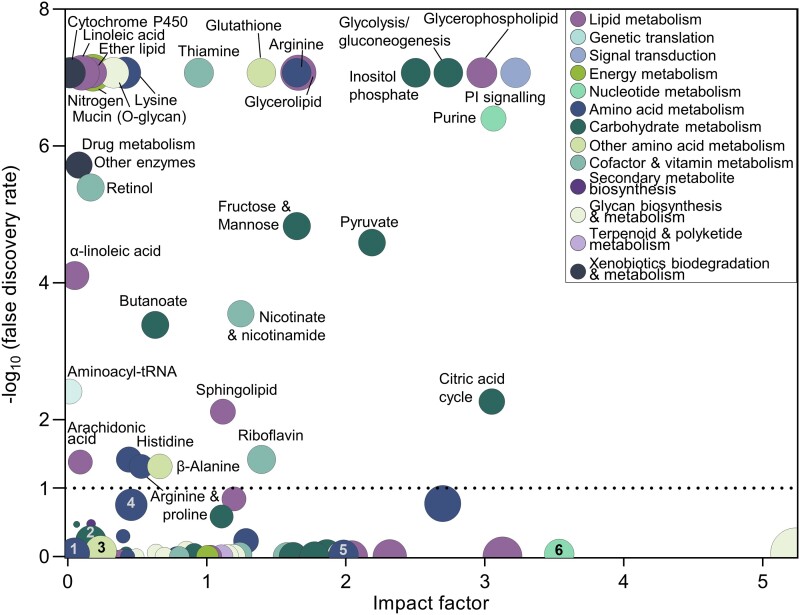
Joint pathway analysis of diurnally modulated CSF metabolome and choroid plexus transcriptome. Biological pathways identified by combining the CSF metabolome with the choroid plexus transcriptome, with the inclusion of fold change between light and dark phases. Pathways are organized according to the collected impact of pathway-specific metabolites detected (*x*-axis) against the probability of the metabolite composition being a function of that particular pathway (*y*-axis). The sphere color specifies the subclass of pathways (see inset); sphere area represents the number of metabolites detected compared with the expected number (fold enrichment) (see Table S12). The dashed line indicates cutoff for pathway significance (at a FDR < 0.10). The biological pathways that were significant when exclusively employing the CSF metabolome with diurnal modulation for the analysis (Fig. S2 and Table S3) are numbered (1: valine, leucine, and isoleucine biosynthesis; 2: glyoxylate and dicarboxylate metabolism; 3: d-glutamine and d-glutamate metabolism; 4: alanine, aspartate, and glutamate metabolism; 5: glycine, serine, and threonine metabolism; 6: pyrimidine metabolism) (Table S12).

## Discussion

Here, we reveal diurnal regulation of the rat CSF metabolomic profile and the choroid plexus transcriptome and propose their implication in the diurnal regulation of CSF dynamics. Our brains contain approximately 80% water, parts of which constitute the CSF that fills the cerebral ventricles and subarachnoid space surrounding the brain, in addition to the interstitial fluid residing between cells and structures within the brain. As such, the CSF serves as the main transport route for nutrients, hormones, signaling molecules, and metabolic waste products (12–14). These processes are aided by the continuous replacement of the CSF following de novo fluid secretion of 500 ml/day from the vasculature in the adult human brain (7), leading to replacement of the CSF and its content a predicted three to four times a day. The interstitial fluid waste removal is proposed to occur at an increased rate with sleep (12, 13), a process governed by the circadian rhythm in mice demonstrating larger CSF tracer influx in anesthetized mice during the light phase (15) or, alternatively, elevated redistribution of the employed contrast agent in awake rats during the dark phase (16). Such processes could be supported by the elevated rate of CSF secretion occurring in the dark phase in both rat and human (8, 9). The dark phase elevation of CSF secretion and ICP occurred in both tested species irrespective of their nocturnal (rat) or diurnal (human) activity level, which suggests that these processes are governed by the circadian rhythm rather than by sleep itself (9) and could, as such, be governed by diurnal fluctuations in choroid plexus gene transcription or following fluctuations in potential regulatory factors present in the CSF.

Transcriptomic analysis performed on RNA extracted from choroid plexus isolated during the light phase and the dark phase demonstrated that 20% of the choroid plexus transcriptome was differentially expressed between the two phases, which amounts to nearly 3,000 gene transcripts fluctuating with time of day, as previously observed in other tissues (17, 18). Approximately half of these were up-regulated in the dark phase, with the other half up-regulated in the light phase, indicating a vast functional change in this tissue with time of day (19). Among the differentially expressed genes were several CLOCK genes (20), with a dark phase up-regulation of Arntl (BMAL1), Cry1, and CLOCK, while Per1 and Per2 were up-regulated in the light phase. This fluctuation indicates an overall up-regulation of the CLOCK/BMAL1 transcription during dark phase, which associates with transcription of CLOCK-controlled genes (21) and aligns with earlier findings of an internal clock in the mouse and rat choroid plexus (19, 22–25). Similar CLOCK-dependent regulation is linked to astrocyte activity supporting neuronal activity and governing behavioral states (26–28). Curiously, even the blood–brain barrier appears to house an internal clock, which controls the efflux transporters and thus affects drug delivery to the central nervous system (29–31). As such, CLOCK-dependent regulation of choroid plexus tissue could lead to fundamental changes in tissue function.

The CSF secretion is supported by membrane transport mechanisms located in the choroid plexus plasma membrane, some of which are well established (3, 6) and some of which may be found in the vast list of other transporters identified in the choroid plexus (4). Dark phase up-regulation of select transport mechanisms could contribute to the elevated CSF secretion in this phase, and extraction of plasma membrane transport proteins from the differentially expressed transcripts revealed MCT6, OATP1, PIT2, and NCX4 as up-regulated (20–40%) in the choroid plexus extracted at night. To our knowledge, none of these transporters have been investigated for their role in CSF secretion, while the up-regulated transient receptor potential vanilloid 4 ion channel TRPV4 (33%) (9) is demonstrated to activate the Na^+^,K^+^,2Cl^−^ cotransporter 1 (32) that is implicated in CSF secretion (33–35). This diurnal modulation of several transporters, potentially along with various kinases, signaling cascades, and other modulatory factors, could underlie part of the observed dark phase increase in CSF secretion (9), possibly in combination with modulatory factors residing in the CSF bathing the choroid plexus tissue.

Metabolomic analysis of CSF revealed a range of metabolites that arranged into various classes, predominantly amino acids and peptides, pyrimidines, purines, monosaccharides, and fatty acids, as previously observed for human CSF (36). The majority of the identified rat CSF metabolites are registered for human CSF in HMDB. Notably, 22 of the remaining 29 metabolites not ascribed to human CSF in HMDB were either identified in human CSF in previous studies (36–38) or known precursors to metabolites identified within human CSF. As such, these metabolites are highly likely to be present within human CSF. Human CSF is, in addition, usually sampled from the lumbar region and not from the ventricular compartment as in the present study, which influences proteomic composition (39) and therefore possibly also metabolite composition. CSF collected in the light phase versus that of the dark phase revealed differential abundance of 22% of the CSF metabolites (19 of the included 86 metabolites). Although the percentage fluctuating metabolites is similar to the 20% day–night fluctuating transcripts of the choroid plexus, one generally does not find as vast changes in the metabolomics profile as in the transcriptome. However, changes in few metabolites can be of high importance for the circadian rhythm (40–42). Melatonin appeared as a prominent dark phase up-regulated metabolite. Melatonin is a key factor in circadian control (43) and is increased in the dark phase of both day-active humans and nocturnally active rats, suggesting that this regulatory hormone evolved for its purpose prior to certain species becoming nocturnal of nature (44, 45). Melatonin levels are inversely proportional to serotonin levels, as serotonin is a precursor for melatonin (46). It follows that serotonin demonstrates diurnal fluctuation, as observed in several species (47, 48). With the proposed serotonin-mediated modulation of the rate of CSF secretion (49, 50), such light–dark phase fluctuations may contribute to the diurnal regulation of CSF secretion. An alternative melatonin synthesizing pathway involves 5-methoxytryptophan (51), which was also significantly increased in the CSF in the dark phase.

Diurnal variation in metabolic profile has earlier been reported for plasma, and both plasma metabolite content and its diurnal variation appear impacted by sleep disturbances (40, 52, 53). Connection of the metabolome into different biological pathways revealed several enriched pathways in the CSF, most prominently those involved in arginine biosynthesis and other amino acid metabolism pathways, i.e. alanine, aspartate, glutamate, arginine, proline, and histidine metabolism, in addition to the citric acid cycle. These components are expected to originate from cells surrounding the ventricles and thus reflect the biological activity of a mixture of cell types. With the addition of light–dark fluctuations, several pathways decreased in impact factor, and/or significance level, suggesting that these pathways are not subject to diurnal regulation. In contrast, pathways such as that involved in arginine biosynthesis demonstrated the opposite, which aligned with dark–light fluctuating levels of arginine, together indicating a diurnal modulation of this amino acid.

With the complexity of biological functions within living organisms, it may be beneficial to combine various aspects of cell function (54), possibly by combination of different “omic” disciplines (55, 56). To decipher a potential interplay between the diurnally regulated choroid plexus transcripts and the metabolic pathways in the surrounding CSF, we combined CSF metabolomics and choroid plexus transcriptomics to reveal an additional set of biologically relevant pathways. Pathway analysis combines pathway overrepresentation and topology analysis to evaluate which pathways are represented, as well as the likelihood of these being perturbed due to the experimental conditions. As such, pathway analysis relies heavily on the position (topology) of certain metabolites, or genes, within a metabolic pathway as well as the overall enrichment (overrepresentation) of these; i.e. that the gene or metabolite is present within the data set. Among the high-impact pathways were the glycerolipid and glycerophospholipid metabolism, pathways linked to energy consumption, in addition to the nicotinamide and nicotinate metabolism pathway, the latter regulating the amount of nicotinamide adenine nucleotide (NAD^+^), which is involved in regulation of CLOCK genes (57). Of note, the citric acid cycle and glycolysis/gluconeogenesis were impacted by the diurnal fluctuations in the joint pathway analysis, which aligned with the diurnal fluctuation of CSF lactate content, and with the dark phase up-regulation of genes involved in the citric acid cycle and glycolysis. These pathways are linked to energy metabolism in the brain, with glycolytic metabolism associated with the awake state during the dark phase (58, 59). This shift in choroid plexus metabolic pathways may underlie a functional shift in tissue function and thus CSF composition (19). A full metabolic analysis may encompass proteomics and lipidomics, in addition to the metabolomics and transcriptomics here combined. With these factors lacking, we may miss important regulatory compounds and/or parts of the biological pathways, which reduces the statistical impact and thus represents a limitation to the study. An additional limitation is the chosen two time points. These may not represent peak timing for all or some metabolites and transcripts, and one could obtain different results, had other, or even more, time points been employed.

In conclusion, our data suggest diurnal modulation of choroid plexus gene expression as well as CSF metabolite composition, which, alone or via joint pathways, may govern the diurnal modulation in CSF dynamics. Once delineated, these pathways could serve as potential pharmaceutical targets for modification of the CSF secretion rate, possibly to promote the dark phase increase in CSF secretion that may support nightly increase in metabolite clearance from the brain.

## Materials and methods

### Sample collection from experimental rats

Male Sprague–Dawley rats, 9 weeks old (Janvier), housed in temperature-controlled facilities with a 12:12-h light cycle, were employed for the study. The rats had access to water and food ad libitum and were randomly assigned to experimental groups. Samples were collected during the light phase (8 h after light phase initiation, zeitgeber time 8 h) and in the dark phase (8 h after dark phase initiation, zeitgeber time 20 h). The time points were chosen according to Borjigin and Liu (60), where the serotonin and melatonin levels are fairly constant and with sufficient time interval from the serotonin surge taking place in the dark phase. These time points have been employed to determine the diurnal fluctuation in rat CSF secretion rate and ICP (9). The dark phase samples were obtained in complete darkness except for a red LED lamp for dark adaptive lighting (OcuScience) occasionally lit to ensure that light exposure was minimal during the experimental procedures. Rats were anesthetized with 6 mg/ml xylazine + 60 mg/ml ketamine (ScanVet) in sterile water (0.17 ml/100 g of body weight [intraperitoneal injection]) and redosed with half ketamine dose as required to sustain anesthesia. CSF samples were collected under anesthesia in mechanically ventilated rats, where a tracheotomy was performed to control ventilation using the VentElite system (Harvard Apparatus) by 0.9 l/min humidified air mixed with 0.1 l/min O_2_ adjusted with approximately 3 ml/breath, 80 breath/min, a positive end-expiratory pressure (PEEP) at 2 cm, and 10% sigh for a ∼400-g rat. Body temperature during the experiment was maintained at 37°C by a homeothermic monitoring system (Harvard Apparatus). A cisterna magna puncture was performed with a glass capillary (30-0067, Harvard Apparatus pulled by a Brown Micropipette puller, Model P-97, Sutter Instruments), and approximately 100 µl CSF was collected and centrifuged (2,000 *g* for 10 min at 4°C). The supernatant was transferred to a new microtube (72-730-006, Sarstedt AG & Co) and immediately placed on dry ice prior to placement at −80°C until analysis. Rat choroid plexus (lateral and fourth) was acutely isolated following sacrificing of the anesthetized rat and stored in RNAlater (Sigma) at −80°C until analysis. All animal experimental works conformed to the legislations for animal protection and care in the European Community Council Directive (2010/63/EU) and were approved by the Danish Animal Experiments Inspectorate (license no. 2016-15-0201-00944).

### Metabolomics analysis of rat CSF

Sample analysis (*n* = 23, 11 light phase and 12 dark phase) was carried out by MS-Omics ApS (Vedbæk, Denmark) using an untargeted metabolomic approach. Semipolar metabolite separation was achieved with a slightly modified version of the protocol described by Doneanu et al. (61). The reverse phase analysis was carried out in a randomized order using a Ultra-High-Performance Liquid Chromatography (UHPLC) system (Vanquish, Thermo Fisher Scientific) equipped with a Water Acquity HSS T3 (2.1 × 150 mm, 1.7 µm) column, coupled with a high-resolution quadrupole-orbitrap mass spectrometer (Thermo Q Exactive HF, Thermo Fisher Scientific). The ionization was achieved with an electrospray ionization interface operated in positive and negative ionization modes. A series of pooled sample QCs were analyzed in MS/MS fragmentation mode under iterative exclusion for the identification (ID) of compounds. Untargeted and semitargeted data processing was performed using a custom workflow in Compound Discoverer 3.1 (Thermo Fisher Scientific), Skyline 22.1 (MacCoss Lab Software), and MATLAB 2021b (MathWorks). Feature extraction and grouping were performed without retention time alignment or normalization. Annotations are based on predicted sum formula and accurate mass matching to the HMDB version 4.0, spectral library matching to mzCloud (Thermo Fisher Scientific), as well as retention time and spectral matching to the MS-Omics in-house metabolite library (2021). ID of compounds was performed at four levels: level 1, ID by retention times (compared against in-house authentic standards), accurate mass (with an accepted deviation of 3 ppm), and MS/MS spectra; level 2a, ID by retention times (compared against in-house authentic standards) and accurate mass (with an accepted deviation of 3 ppm); Level 2b, ID by accurate mass (with an accepted deviation of 3 ppm) and MS/MS spectra; and level 3, ID by accurate mass alone (with an accepted deviation of 3 ppm). Out of the 987 compounds present in the CSF samples, 136 were identified as metabolites on levels 1, 2a, and 2b, with 10 metabolites subsequently excluded as the molecular weight and molecular ID did not match the HMDB. Main class enrichment analysis was generated using MetaboAnalyst (62) and performed on the CSF metabolites detected in all samples (light–dark phases). To assess light–dark phase variations of metabolites, we calculated the descriptive power of each compound as the ratio between the standard deviations obtained from the experimental sample and the quality control samples. Thirty metabolites had a descriptive power below 2.5 and were therefore assigned to not fluctuate with the light–dark phases. The metabolomic data were tested using PCA with GraphPad Prism (GraphPad Prism version 9.5.1 for Windows, GraphPad Software) prior to outlier testing with Smirnov–Grubbs test. Light–dark phase metabolite fluctuation was determined by normalizing peak values for each sample to the geometric mean of the quality control samples and employing a FDR of <0.10 according to the Benjamini–Hochberg method (63, 64). Differential presence of CSF metabolites is presented as the log_2_-transformed fold change from light to dark phase, with negative values indicating a higher value in the light phase and positive values indicating higher values in the dark phase.

### RNA-seq analysis of rat choroid plexus

RNA extraction from the excised choroid plexus (*n* = 12, 6 from each phase) and library preparation was performed by Novogene Company Limited with NEB Next Ultra RNA Library Prep Kit (NEB) prior to RNA sequencing (paired-end 150 bp, with 12-Gb output) on an Illumina NovaSeq 6000 (Illumina). Raw data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (GSE228866). Quality control and adapter removal were done by Novogene. The 150 base paired-end reads were mapped to rat reference genome Rnor_6.0.104 (*Rattus norvegicus*) using Spliced Transcripts Alignment to a Reference (STAR) RNA-seq aligner (v. 2.7.9a) (65). The mapped alignment generated by STAR was normalized to TPM with RSEM (v. 1.3.3) (66, 67), and raw counts from STAR GeneCounts were used for differential expression analysis using DEseq2 (68). Gene information was collected from Ensembl BioMart (69). PCA plot was conducted with GraphPad Prism (GraphPad Prism version 9.5.1 for Windows, GraphPad Software) prior to outlier testing with Smirnov–Grubbs test. Differential expression was determined based on the standard procedure of DEseq2 analysis with a FDR of <0.05, Benjamini–Hochberg method (70). Differential expression of choroid plexus genes is presented as the log_2_-transformed fold change from light to dark phase, with negative values indicating a higher value in the light phase and positive values indicating higher values in the dark phase. GO enrichment analyses were obtained with the PANTHER database (71) with a combination of UniProt ID (72) and gene symbols, classifying the protein class and molecular function of each differentially expressed gene. Circadian clock system genes present within the data set were identified using the data set as input to the PANTHER database to classify GO enrichment pathways. Circadian rhythm–associated genes were identified with a search for “circadian” among protein and pathway descriptors on genecards.org. The count table with TPM normalization was utilized for tables and bar charts. Compartment scores for protein-coding genes were calculated (73) to ascribe these to either the plasma membrane or the mitochondria with scores above 2.4 and no other compartment with a higher, or equal, score. A small excerpt of RNA-seq data obtained from this choroid plexus tissue (transcripts encoding eight membrane transporters and one kinase) is included in Steffensen et al. (9). Scripts and program parameters can be found online (https://github.com/Sorennorge/Day_night_transcriptomics_and_CSF_metabolomics).

### Pathway analysis

Metabolic pathways were identified with pathway, and joint pathway, analysis employing MetaboAnalyst (62), using “HMDB IDs” for metabolites and “gene symbols” for genes. This analysis tool combines pathway enrichment (hypergeometric overrepresentation) and topology analysis (relative-betweenness centrality) to identify the significance (enrichment) and impact factor (summed impact of metabolites/genes present according to topology) (74). Both analyses were targeted for *R. norvegicus* and parameters were set to hypergeometric, relative-betweenness centrality and combined *P* value. Significant pathways were defined as having a FDR < 0.10, with the perturbation determined according to the combination of significance and impact factor (74, 75). For pathway analyses of diurnal modulation, the log_2_ fold change was manually set to 0 for metabolites and genes not meeting the requirements for differential presence/expression. All pathways were ascribed with the subclass identified within the Kyoto Encyclopedia of Genes and Genomes (KEGG) Database.

## Supplementary material

Supplementary material is available at *PNAS Nexus* online.

## Supplementary Material

pgad262_Supplementary_Data Click here for additional data file.

## Data Availability

The raw data set for metabolomics data is accessible through the NIH Common Fund’s National Metabolomics Data Repository (NMDR, supported by NIH grant, U01-DK097430 and U2C-DK119886) website, the Metabolomics Workbench, https://www.metabolomicsworkbench.org, study ID ST002772 (http://dx.doi.org/10.21228/M86X4K). Raw RNA-seq data are available at the NCBI GEO database with accession number: GSE228866 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228866). Quantified metabolomic data are available in Table S1 (LC-MS data), and scripts and data analysis can be found here: https://github.com/Sorennorge/Day_night_transcriptomics_and_CSF_metabolomics.

# Supplementary material for: Day–night fluctuations in choroid plexus transcriptomics and cerebrospinal fluid metabolomics
**Source:** PNAS Nexus. 2023 Aug 10;2(8):pgad262. doi: 10.1093/pnasnexus/pgad262
**Supplement:** pgad262_Supplementary_Data

**Supporting Information for**

Day-night fluctuations in choroid plexus transcriptomics and cerebrospinal fluid metabolomics

Beatrice Louise Edelbo, Søren Norge Andreassen, Annette Buur Steffensen and Nanna MacAulay

Nanna MacAulay

**This PDF file includes:**

Figures S1 to S4

**Other supporting materials for this manuscript include the following:**

SIAppendix\_TableS1 to S13

# Supplemental figures

Overlap of CSF metabolites between species

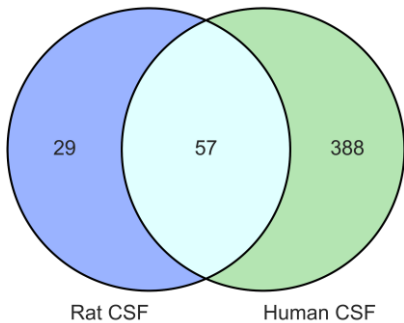

**Figure S1. Comparison of human and rat CSF metabolome.** Overlap of CSF metabolites in samples from rat and humans. Rat CSF metabolites was based on LC-MS on CSF collected from 11 rats in the light phase and 12 rats in the dark phase, excluding metabolites with a descriptive power above 2.5 (*SI Appendix*, Table S1). Human CSF metabolites included were all recognized as CSF specific within HMDB. Overlapping metabolites are listed in Table S1 (*SI Appendix*).

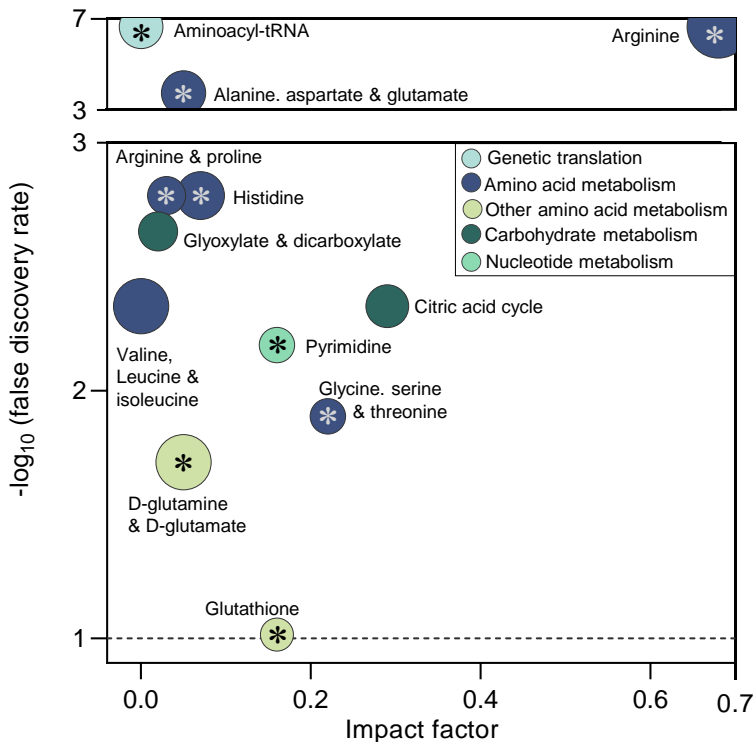

**Figure S2. Pathway analysis of the diurnally regulated CSF metabolome.** Pathways are organized according to the collected impact of the detected pathway-specific metabolites (x-axis) against the probability of the metabolite composition being a function of that particular pathway (y-axis). Sphere color specifies the subclass of each pathway (see inset), sphere area indicates the number of metabolites detected compared to the expected number (fold enrichment, *SI Appendix*, Table S3). The dashed line indicates cut-off for pathway significance (at a false discovery rate < 0.10). Data are based on CSF collected from 11 rats in the light phase and 12 rats in the dark phase. The pathways that contain metabolites that fluctuate with the light-dark phases (see Fig. 2B) are depicted with an asterisk.

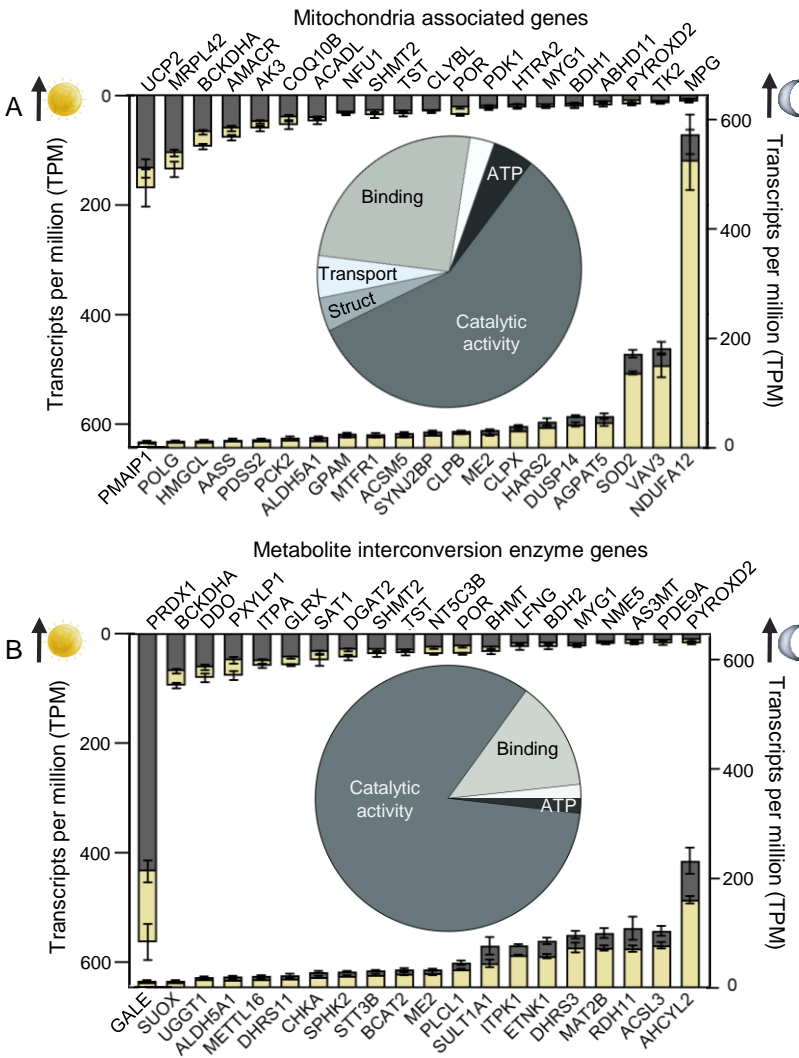

**Figure S3. Characterization of the diurnally regulated choroid plexus mitochondrial interconversion enzymes transcriptome.**

Choroid plexus gene expression of the 20 **A.** mitochondria-associated genes, **B.** metabolite interconversion enzyme genes, with the most pronounced shifts between the dark-light phases and a summed TPM > 20 (dark phase gene expression illustrated in grey and light phase gene expression illustrated in yellow). Data include genes that are significantly modulated between the two phases (false discovery rate < 0.05), are shown as mean TPM  $\pm$  SD and based on n = 6 choroid plexus obtained in either phase. Inset; the molecular function of differentially expressed genes with a molecular function assigned (**A.** excluding 49 genes (35%); **B.** excluding 70 genes (24%)). Categories amounting to  $\leq 2\%$  are collected in the non-labelled white pie (**A.** molecular adaptor activity, cytoskeletal motor activity; **B.** Molecular function regulator, transcription regulator activity, transporter activity). ATP; ATP-dependent activity. Transport; transporter activity, Struct; structural molecule activity.

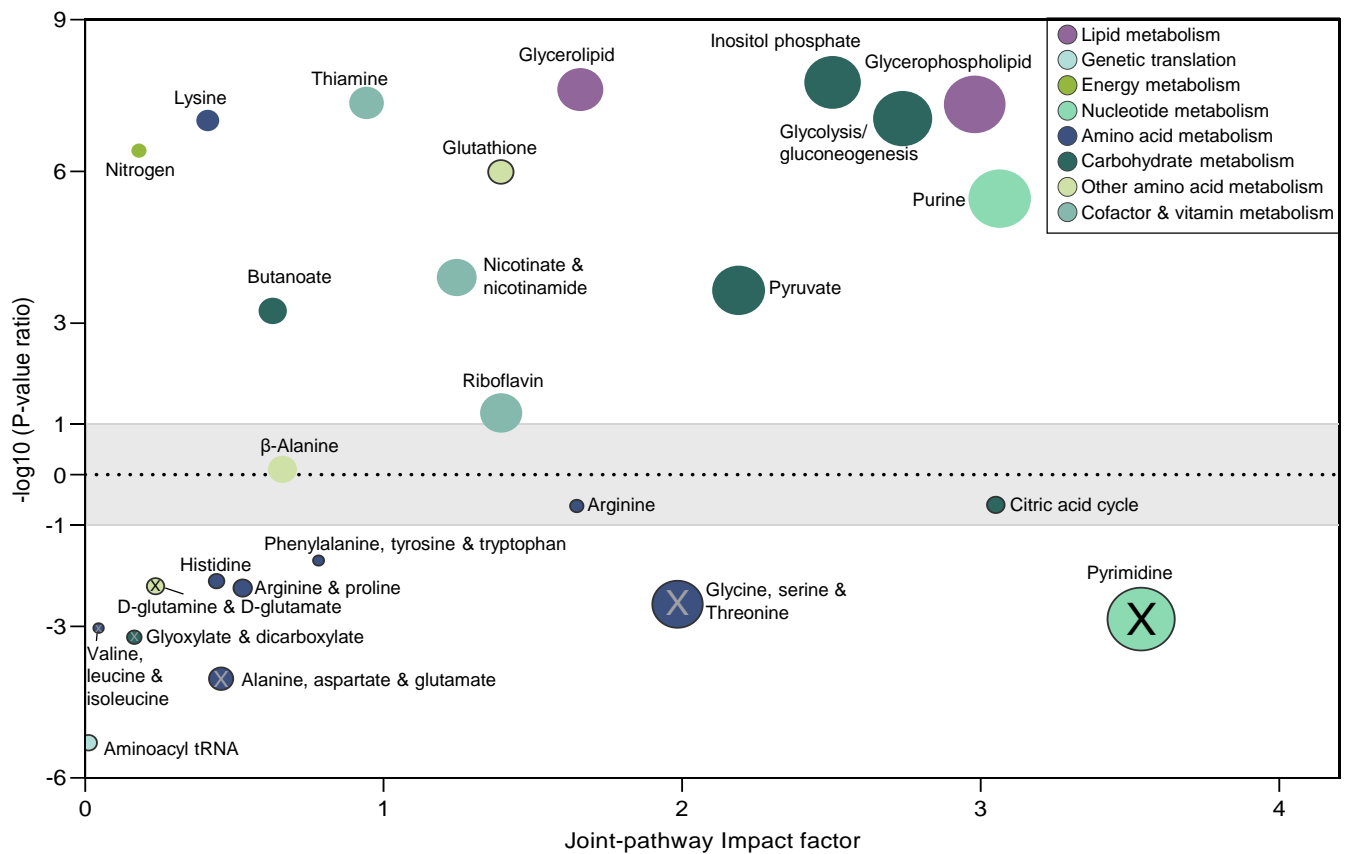

**Figure S4. Light-dark phase modulation of the significant CSF biological pathways occurring with inclusion of the choroid plexus transcriptome.** Comparison between the P-value and impact factor for pathways identified prior and subsequent to inclusion of choroid plexus transcriptome in the pathway analysis. Pathways are organized according to the collected impact of joint pathway-specific metabolites detected (x-axis) against the P value ratio (P value obtained from the joint pathway analysis (Fig. 4) divided by the P value obtained from the pathway analysis of the diurnally regulated metabolomics (Fig. S2)). Sphere color specifies the subclass of each pathway (see inset). The sphere area signifies the number of metabolites detected compared to the expected number (fold enrichment, *SI Appendix*, Table S12). Pathways above the grey band centering the zero value increased in significance when dark-light phase transcript fluctuations were included in the analysis, whereas those below reduced in significance. X depicts the biological pathways that are no longer significant in the CSF after inclusion of the choroid plexus transcriptomics (see *SI Appendix*, Table S12). Circles without a border are significantly enriched only upon inclusion of the transcriptome. The dashed line indicates cut-off for pathway significance with a false discovery rate < 0.10. Data are based on CSF samples from  $n = 11$  rats (light phase) and  $n = 12$  rats (dark phase) combined with choroid plexus transcriptomics of  $n = 6$  rats in each phase.

How the deposited data were processed for this re-analysis (not part of the article)

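RNA from the choroid plexus of 12 rats was measured, 6 collected in the light phase and 6 in the dark phase, with 1 library per rat. Per the authors, reads were aligned to Rnor_6.0 with STAR and genes were quantified with RSEM. The TPM values were made by the authors with RSEM and were used here as deposited, before the scaling described below. The FPKM values come from the same deposited RSEM output, and were used here only for the depth estimate and for the ratio of total FPKM to total TPM in each library. The authors tested differential expression with DESeq2 on read counts. The design written before the files were opened also named a count-based test, and because TPM and FPKM are no counts it was replaced by limma on log2 TPM, with its settings fixed before any fit.

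Each library was scaled with a trimmed mean of ratios, with 30% of the ratios and 5% of the levels trimmed at each end. Values were transformed as log2 of scaled TPM plus 0.5, and genes with a mean of at least 1 TPM were kept, 12513 of 32883. The model held the phase alone, with moderated variances and a trend with the mean, and Benjamini-Hochberg adjustment at an FDR of 0.05. R 4.3.3 with limma 3.58.1 was used for the fits, and Python with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 for checks, exact tests and figures. Principal components were taken from the 500 most variable genes.

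Read depth was estimated from the steps in FPKM of short, weakly expressed genes. The estimator was rewritten after its first outputs on these libraries had been seen, and the final form keeps the 84 of 166 genes that lie closest to whole reads. In those, 95.7% of 719 values lay within 0.1 of a whole read, and the same selection on simulated values that are no multiples of a read gave 44.6 to 48.6%. On simulated libraries the largest error of the relative depth was 0.218%. Depth in absolute numbers of reads is not known, so the counting error of single genes could not be given and the spread between rats was used throughout.

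Symbols were paired with identifiers only through Tables S4, S5 and S10, of which Tables S4 and S5 were held in part. Of the called genes, 1490 had a symbol, 997 of those higher in the dark phase and 493 of those higher in the light phase. Genes without a pairing were tested under their identifier, but could not be named or placed in a list. PER1 and PER2 had no pairing, so no values are given for them. Lists of genes were tested with camera at an inter-gene correlation of 0.01, over the 1703 genes with a mean of at least 60 TPM. This limit was set after the coverage of symbols was seen and before any fold change from the deposited values was. Genes were named by a rule written before the files were opened and after the tables of the paper had been read. It takes the genes that the text names, the marked CLOCK genes, the 5 largest changes each way without overlap, the 3 members of each list with the smallest p, the extremes of the tables and figures, and genes that differ from the paper.

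The pipeline was tested on simulated data with 200 changed genes, of which 90.5% were recovered, with 5 unchanged genes called. All simulated changes were larger than 0.28, the median size of the log2 fold change of the genes called here. Genes at low expression were given no change, and the noise was drawn independently for each gene. These rates therefore need not hold for the real calls. An exploratory fit with counts of called genes, principal components and list tests had been run before this test, and the settings were not changed after it. Files were checked for copies, with 0 identical pairs of libraries and correlations between 0.958 and 0.983. For 1997 genes of Table S4, group means and SDs computed here were compared with those printed in whole TPM, and 0 differed by more than this rounding. The alternatives tried were sample weights, scalings, filters, pseudocounts, a replicate block, robust variances, covariates and leaving out each library. The metabolite measurements, for which no processed values were used, were left out.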

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

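The rule for values that stand apart was set before the data were examined, and the tests of light-phase replicate 2 below were chosen after its values were seen. A value was marked when its gap to the next value divided by the range of the 6 libraries of its phase exceeded Dixon's critical value. In 58 groups examined, 9 values were marked, where 2.9 would be by chance.

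Light-phase replicate 2 held 5 of the 9. Its haemoglobin transcripts summed to 31822 TPM, against 7954 to 10380 TPM in the other light-phase libraries, and TTR to 253710 TPM, against 299818 to 304180 TPM. CRY1 was at 9.16 TPM (others 5.39 to 6.62), NFIL3 at 4.26 TPM (others 1.88 to 2.66) and SLC19A1 at 123 TPM (others 90.2 to 100). Each of the 5 haemoglobin genes rose, the least by 3.24-fold over the mean of the other light-phase libraries. More blood in this sample may be the cause, but it was tested only on the genes that showed the pattern, which leaves it open. A swapped label is unlikely, with BMAL1 at 1.62 TPM, against at least 19.6 TPM in the dark phase.

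A lower share of choroid plexus epithelium may be asked of the same sample. The 16 epithelial markers had a median deviation of -0.14 and 10 of them were lowest there, but a lower share alone would raise the markers of every other cell type alike. The medians of 6 other types all lay above 0, by unequal amounts that spanned 1.66 in log2, against at most 0.763 in another light-phase library. Erythrocytes set this span, and apart from them the mural cell markers (0.53 to 1.17) lay above the ependymal ones (-0.04 to 0.13). The deciding value of this test was changed from the epithelial median to this span after both were seen. More blood and vessel tissue remains possible, with medians of 1.70 for erythrocytes and 0.99 for mural cells. Without this sample, 2271 genes were called.

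In the dark phase, replicate 6 had 24.1 TPM of BMAL1 (others 19.6 to 20.7) and 471 TPM of PRDX1 (others 413 to 434), and a score of 18.5 on the second principal component (others -11.7 to -1.10). Light-phase replicate 1 had a score of 19.7 on the second component (others -7.24 to 1.77). The cause was not tested for these values, and all libraries were kept.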

How the results depend on the processing

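The alternatives of test, scaling, filter, block and left-out library were chosen before the data were examined, and the other pseudocounts, the filter at 0.1 TPM and both covariates were chosen after results had been seen. The alternatives with DESeq2, a base-mean limit, strand columns, a surrogate variable from counts, and GC and length offsets were planned and were not run, because they need counts or an annotation.

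The number of differentially expressed genes changed by more than 1.5 times under 1 alternative only. With the FPKM to TPM ratio as a covariate, 347 genes were called, 225 higher in the dark phase and 122 in the light phase, with 8 of the circadian list. The ratio was 0.971 ± 0.0130 in the light phase and 0.945 ± 0.0101 in the dark phase (SD, n = 6 each; two-sided exact permutation test, p = 0.00433). Loss of precision may account for the drop, since 12 of 50 random covariates with the same correlation with phase left as few genes or fewer. Otherwise the number ran from 1591 to 2558, and with each library left out from 1718 to 2271.

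The replicate number as a block gave 1591 genes, 857 higher in the dark phase and 734 in the light phase. Deviations from the phase means of samples with the same number had correlations from -0.107 to 0.0468, against -0.134 to 0.225 for other pairs, so a shared batch is unlikely and the numbers were not treated as pairs.

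The lists with medians near 0 changed sign. Glycolysis reversed to 0.092 with the ratio and to 0.014 with TPM as deposited, and with libraries left out it lay between -0.039 and 0.023. The citric acid cycle reversed to 0.022 with the ratio, and lay between -0.074 and -0.028 with libraries left out, with an FDR of 0.0287 without light-phase replicate 2 (range over the libraries left out 0.0287 to 0.512). Oxidative phosphorylation reversed to 0.067 with the ratio, was stronger with sample weights (-0.068, FDR = 0.0372), and lay between -0.082 and -0.033 with libraries left out (FDR from 0.00783 to 0.426). CSF secretion transport reversed to -0.0075 with sample weights and lay between -0.028 and 0.024 with libraries left out.

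With the correlation between genes estimated, the heat-shock chaperones (0.27, FDR = 0.378), the ribosomal proteins (-0.13, FDR = 0.704) and the motile cilia genes (-0.15, FDR = 0.382) no longer passed, and with fry the ribosomal proteins had an FDR of 0.0552. The endoplasmic reticulum chaperones passed in all 24 settings that were run for them. ADRA2C lost its call with the ratio as a covariate (limma FDR = 0.0687) and kept it under the other alternatives. The cause was not tested.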

Differences from the paper's values

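The comparisons below follow a rule set before the data were examined, and the list of figure genes that were not called was drawn up after the result was seen. The paper tested read counts with DESeq2 and the values here come from TPM with limma, and the cause was not tested for these differences, apart from reads shared with overlapping genes for those from Table S10.

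TEF has a log2 fold change of -1.9 in the paper and of -1.76 here, and RIN1 -1.3 in the paper and -0.71 here. PIK3AP1 has 1.2 in the paper and 1.11 here, and MPP7 1.1 in the paper and 0.91 here. RIN1 differed under every alternative, while TEF, PIK3AP1 and MPP7 came within the spread between libraries under at least 1. Of the circadian genes with an identifier, Table S8 marks 63 as differentially expressed, against 36 here, with 35 in common.

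The paper states that several genes of glycolysis and of the citric acid cycle were up-regulated in the dark phase. Among members at 60 TPM or more, limma called 3 glycolysis genes higher in the dark phase and 2 higher in the light phase, and 0 and 1 citric acid cycle genes. Without adjustment, 1 citric acid cycle gene had a p below 0.05 and was higher in the dark phase. Members below that level were not analysed here as lists. The statement rests on Table S13, which was not used here, and its genes were not compared with the lists written by hand. The paper describes PRDX1 and AHCYL2 as the most prominent genes of Fig. S3B, while PXYLP1 and SULT1A1 had larger log2 fold changes here. In TPM, which that figure plots, the order was the reverse. PRDX1 (562 in the light and 433 in the dark phase) and AHCYL2 (160 and 231) differed more than PXYLP1 (76.2 and 47.6) and SULT1A1 (44.0 and 75.5). No difference from the paper is therefore established for these genes.

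Genes printed in the figures that limma did not call were, in Fig. 3A, USP2 (FDR = 0.0623), ZFR (0.0634), TOP1 (0.0671), GSK3B (0.0693), SREBF1 (0.071), CREM (0.159), RBM4 (0.193), GNAQ (0.229), TYMS (0.26) and MYCBP2 (0.632). In Fig. 3C they were SLC16A8, SLC26A7 and ATP11A, and in Figs S3A and S3B they were UCP2 (0.0568), VAV3 (0.0742), ARFIP2 (0.236) and NDUFA12 (0.373). USP2, TOP1, SREBF1, UCP2 and VAV3 were called under at least 3 alternatives. In Table S10, FXYD2 is given as 1.13 and was -0.58 here (pooled SD 2.01, FDR = 0.748), and CNIH2 as 0.88 and was -0.05 here (pooled SD 0.47, FDR = 0.928). The difference from the paper lies within the spread between libraries for FXYD2 and beyond it for CNIH2.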

Other observations

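The lists were written before the data were examined and after the paper's tables had been read. The tests with the FPKM to TPM ratio, on the list means adjusted for it, with random covariates and on Table S10 were chosen after the result was seen.

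Endoplasmic reticulum chaperones shifted towards the dark phase, with a median log2 fold change of 0.28 in 17 genes (camera FDR = 1.01e-07, and 2.93e-08 to 0.0139 over the alternatives), and 11 were called. HSPA5 rose from 491 ± 64.5 TPM to 1000 ± 75.3 TPM and CALR from 675 ± 37.8 TPM to 1049 ± 43.1 TPM (SD, n = 6 each), and PDIA4 had a log2 fold change of 0.96. The paper lists HSPA5 and PDIA4 among its largest dark-phase increases, which had been read before this list was written. The list test is therefore not independent of the paper's result on the same libraries. With the FPKM to TPM ratio as a covariate, the median was 0.25 (camera FDR = 1.88e-05). The difference in the mean of the list over the libraries was 0.32 and, adjusted for the ratio, 0.30 (two-sided permutation test with 100000 resamples, p = 3e-05). The shift therefore did not rest on this ratio alone. Whether a difference in effective length enters it cannot be told, since the ratio also depends on which transcripts are abundant.

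Heat-shock chaperones had a median of 0.27 in 14 genes, and 8 were called, HSP90AA1 at 0.79 and HSPA4L at 0.62. Ribosomal protein genes had a median of -0.13 in 63 genes and 12 were called, and reads shared with pseudogenes could enter these values. The shift of the heat-shock chaperones likewise did not rest on the ratio alone. Its median was 0.37 with the ratio as a covariate (camera FDR = 0.000524). The difference in the mean of that list was 0.31 before and 0.32 after adjustment for the ratio (two-sided permutation test, p = 0.0114). For the ribosomal proteins the median with the ratio was -0.079 (camera FDR = 4.9e-06). The difference in the mean went from -0.14 to -0.11 (two-sided permutation test, p = 0.219), so the ratio could not be told apart from the phase. Motile cilia genes had a median of -0.15 in 11 of 95 listed genes, with CFAP126 at -0.55. Oxidative phosphorylation genes had a median of -0.05 in 67 genes and 3 were called. Of 20 CSF secretion transport genes, 4 were called in each direction.

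The samples were regrouped in 100 of the 462 possible splits, the split by phase among them. A result as large came from 1 split, the split by phase, for the number of differentially expressed genes, for the number in one direction and for the circadian genes, so chance could be excluded for these. The split by phase was also the only one for the endoplasmic reticulum chaperones, but that list was written after the paper's tables had been read, which limits this test. A result as large came from 11 splits for heat-shock chaperones, 10 for motile cilia, 37 for ribosomal proteins, 51 for glycolysis, 67 for the citric acid cycle, 62 for oxidative phosphorylation and 83 for CSF secretion transport, so chance could not be excluded for these shifts in camera. The means of 2 of these lists over the libraries were also compared alone, without adjustment, and differed between the phases for heat-shock chaperones (two-sided exact permutation test, p = 0.00433; fry FDR = 0.0019) and for ribosomal proteins (two-sided exact permutation test, p = 0.0303; fry FDR = 0.0552). Motile cilia genes had a fry FDR of 0.00153.

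The lower FPKM to TPM ratio in the dark phase might come from more of the short transcript TTR in the light phase, which cannot be told, as TTR was 8946 TPM higher in the dark phase (two-sided exact permutation test, p = 0.437). A shared driver such as temperature might move heat-shock chaperones and RBM3. Within the phases their r was -0.517 over 12 libraries (two-sided permutation test with 100000 resamples, p = 0.0881, adjusted over 2 relations 0.176), and -0.327 without the 2 libraries furthest from the median of the heat-shock mean, so it cannot be told. Genes of Table S10 whose log2 fold change differed here by more than 0.3 might share reads with overlapping genes. They would then overlap another gene more often than the others do. The share was lower instead, 25% against 45.5% of the others, a difference within chance (two-sided Fisher exact test, p = 0.103). No excess of overlap was therefore seen, although shared reads cannot be excluded for single genes.

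Another 3 lists had few members in reach and were not tested. Cholesterol synthesis had 2 (median -0.11), glucocorticoid targets 4 (0.08) and immediate early genes 1 (-0.05).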
